A study of Mus musculus with 24 samples.

How the data were processed

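RNA was measured by sequencing in 24 libraries of mouse striatum, 1 library per animal. The animals had 4 genotypes: wild type (WT), deletion of Tyrobp (TyrobpKO), the Q175 allele (Q175), and the Q175 allele with deletion of Tyrobp (Q175_TyrobpKO). All carriers of the Q175 allele were labelled as heterozygous for it. Each genotype had 6 animals, of which 3 were male and 3 were female. Genotype and sex were taken from the labels, and the replicate numbers used here only name a library. Replicates 1 to 3 of each genotype were male and 4 to 6 were female. Age was not stated. The animal numbers in the labels carry a prefix that both genotypes with the deletion shared and no other animal had, so any colony or litter difference that it marks is not separated from Tyrobp genotype. All 6 Q175 animals had another prefix, shared with WT replicate 3 alone, and the other 5 WT animals had one of their own, so Q175 against WT is in part a contrast of prefixes. Q175_TyrobpKO and TyrobpKO shared a prefix, so that contrast is not. The prefixes were not used in any fit.

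Per the labels' protocols, the striatum of a single hemisphere was frozen, RNA was extracted with Trizol, and a commercial provider sequenced it. The authors deposited a table of raw read counts per gene, whole numbers that had not been normalized. The aligner, the counting program, the genome build and the use of strand in counting are not given in the sources used here. The deposited table gives a gene identifier, a symbol and a chromosome, start and end for 54532 genes. Of these identifiers, 54495 were found in the mouse annotation GENCODE release M21, which is on the build GRCm38. All 54495 lay on the same chromosome there and 53585 (98.3%) had the same start and end. Coordinates are given as in the deposited table, counted from 1. Because use of strand was not stated, values of antisense and overlapping genes are uncertain, as are those of pseudogenes that can share reads with a parent gene.

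Total counts per library ranged from 25.5 to 34.6 M (M, megacounts). A group of 6 libraries held 170580422 counts in WT and 173787850 in TyrobpKO, so that the limit set by a count of 0 over a group, taken as 3 counts, was 0.0180 CPM (library-scaled counts) in WT and 0.0176 CPM in TyrobpKO. Such limits cover counting error only. The 60 pairs of libraries of the same genotype were compared by a chi-square statistic over genes with at least 20 reads in the pair. The mean chi-square per gene was 6.93 to 43.0, so no pair differed by as little as sampling noise and all 24 libraries were counted separately.

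The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the deposited counts, with TMM normalization, the filter of filterByExpr on genotype and a robust fit. The filter left 19667 genes. All 24 libraries entered a single fit with a mean per genotype and a term for sex, so that each contrast used the same estimate of the spread. The biological coefficient of variation was 16.2%. Interactions with sex came from a fit with a mean for each genotype and sex. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the genes tested in that contrast. Errors of log2 fold changes are standard errors derived from the test statistic. CPM values are TMM-scaled and are given as mean ± SD over the 6 libraries of a genotype. For Tyrobp and Htt, group means of CPM were also compared by 2-sided exact permutation tests over the 924 splits of 12 libraries into 6 and 6, in a family of 10 tests.

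The design, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. The rule named Tyrobp, Htt and 5 sex-linked genes, then the 4 higher and 4 lower genes of smallest p for Q175 against WT and 3 of each for the other genotype contrasts. From each gene list it named the 2 members of smallest p in Q175 against WT and the 2 in Q175_TyrobpKO against Q175, called or not. Genes named outside the rule are said to have been chosen after their values were seen.

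There were 6 lists of marker genes: striatal projection neurons (25 genes tested), homeostatic microglia (20), disease-associated microglia (25), complement and phagocytic receptors (24), reactive astrocytes (31 of 34 listed) and oligodendrocyte myelin (20). They were compiled from general knowledge of the field. Of 4 further lists used only to weigh dissection and blood, those for choroid plexus, cortex, and thalamus, septum and pallidum had 15 tested genes each, and the blood list had 4 of 12. No gene was in more than 1 list. Lists were tested with camera at a preset correlation of 0.01 in 4 contrasts, with adjustment over the 24 tests. The value of a list is the median log2 fold change of its members. fry and camera with an estimated correlation were run beside it.

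The size of the Q175 effect without Tyrobp was compared with that in its presence by the least-squares slope through the origin across genes called in Q175 against WT. Its error is a jackknife over the 24 libraries. Genes are not independent replicates, so no p was given for the slope. Because selection of genes in 1 contrast lowers such a slope, 100 data sets with equal Q175 effects were made by permuting the residuals of a fit by limma-trend (limma 3.58.1, log2 CPM with a prior count of 2).

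The gene and list tests were tried on simulated counts for the 19667 genes, drawn from the means and library sizes of the real libraries. For the tests of genes, changes were put only into genes averaging at least 1 CPM, so recovery of scarcer genes was not measured. In each, 200 of the eligible genes were changed 2-fold. The test recovered 88.5% of them for Q175 against WT, 87.5% for TyrobpKO against WT, 91% for Q175_TyrobpKO against Q175, 89.5% for Q175_TyrobpKO against TyrobpKO and 87.5% for Q175_TyrobpKO against WT. Recovery was 79.5% for the interaction of both genotypes, 97% for sex, 61% for the interaction of Q175 with sex and 63.5% for that of Tyrobp deletion with sex in Q175. False calls made up 2.75% to 6.91% of all calls. A list shift of -0.3 in Q175_TyrobpKO against Q175 was recovered as -0.37, and none of 20 unshifted list tests was called by camera or by fry. Those simulated genes were independent, unlike real ones. The slope was tried with limma-trend alone, on permuted residuals in place of simulated counts. A ratio of 0.5 put in there was recovered as 0.382 on average over 10 draws (0.285 to 0.530), so the slope understates the true ratio. The slope of the principal axis was 0.566 on average in the same draws (0.445 to 0.803), so it can overstate it.

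Alternatives fixed in advance were DESeq2 size factors, the DESeq2 Wald test (DESeq2 1.42.0), limma-voom, no low-count filter, a filter of at least 1 CPM in at least 6 libraries, no sex term, a fit of only the 12 libraries compared, each sex alone, 1 surrogate variable (sva 3.50.0) and each library left out in turn. Alternatives chosen after seeing the data were cortex and choroid plexus scores (mean log2 CPM of those lists) as covariates, and gene lists without genes on chromosome 7. DESeq2 gave no adjusted p to 1533 genes in Q175 against WT, 29 of them among the 1893 called by edgeR, and these were left out of its counts. Other splits of the libraries, 100 per contrast with the real one included, were fitted with limma-trend in place of edgeR for run time. Counts without chromosome 7 genes in these splits were added after the data were seen. For a contrast of a pair of genotypes these were drawn from 461 splits of its 12 libraries, without the split that follows sex. For the interaction of both genotypes, all 4 genotype labels were shuffled within each sex, which also mixes the Q175 effect into the contrast.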

Results

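The data were read counts per gene from the striatum of 24 mice of 4 genotypes. The Q175 allele is a knock-in of an expanded CAG repeat into the mouse Huntingtin gene (Htt) and is used as a model of Huntington's disease. Tyrobp encodes an adaptor protein of microglial surface receptors. The design crossed the Q175 allele with deletion of Tyrobp, with 6 animals (3 male, 3 female) in each of WT, TyrobpKO, Q175 and Q175_TyrobpKO. The comparisons asked what the Q175 allele changed, what the loss of Tyrobp changed with and without it, and whether the effect of either depended on the other. Total counts per library averaged 28.1 M ± 2.07 (SD, n = 24), and the genotype means lay between 27.5 M (Q175_TyrobpKO) and 29.0 M (TyrobpKO). The 10 largest genes took 4.88% to 7.44% of the counts of a library. The first 3 principal components of the 1000 most variable genes held 26.3%, 12.5% and 12.1% of the variance.

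The genes targeted in the design were examined first. Tyrobp (ENSMUSG00000030579, chromosome 7, 30413760 to 30417585, protein coding) was at 7.88 ± 1.15 CPM in WT (SD, n = 6; 1327 reads in all) and 8.68 ± 2.10 CPM in Q175 (1472 reads). It was at 0.341 ± 0.0926 CPM in TyrobpKO (58 reads) and 0.260 ± 0.0423 CPM in Q175_TyrobpKO (44 reads). The log2 fold change was -4.52 ± 0.18 (SE) in TyrobpKO against WT (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 5.93e-16) and -5.01 ± 0.19 in Q175_TyrobpKO against Q175 (edgeR adjusted p 1.06e-16). Each of the 12 libraries labelled as deleted lay below each of the other 12. Tyrobp itself did not differ detectably between Q175 and WT (0.12 ± 0.14, edgeR adjusted p 0.668; exact permutation p 0.431), and its sign was negative in males alone (-0.10).

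Htt (ENSMUSG00000029104, chromosome 5, 34761740 to 34912534, protein coding) was at 226 ± 8.65 CPM in WT, 215 ± 16.2 in TyrobpKO, 164 ± 15.1 in Q175 and 170 ± 6.31 in Q175_TyrobpKO (SD, n = 6 each). The change was -27.4% in Q175 against WT and -21.2% in Q175_TyrobpKO against TyrobpKO. The 2-sided exact permutation p was 0.00216 for both, the smallest that 924 splits can give, and 0.00361 after Benjamini-Hochberg adjustment over the 10 tests of this family. The highest of the 12 Q175 carriers (178 CPM) lay below the lowest of the 12 non-carriers (188 CPM). In edgeR's test the log2 fold change was -0.46 ± 0.06 in Q175 against WT (adjusted p 3.02e-06). In females alone the fall in Q175_TyrobpKO against TyrobpKO was no longer called (-0.33, edgeR adjusted p 0.113). Among sex-linked genes, Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) was higher in females by 10.04 ± 0.14 on the log2 scale (edgeR adjusted p 2.46e-24), and Ddx3y, Eif2s3y, Kdm5d and Uty, all on chromosome Y, were lower in females by the same test. In Q175 replicate 1, a male, these 4 genes lay below the other 11 males. The sex labels and the genotype labels thus matched the expression of these genes in every library.

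**Figure D1:**
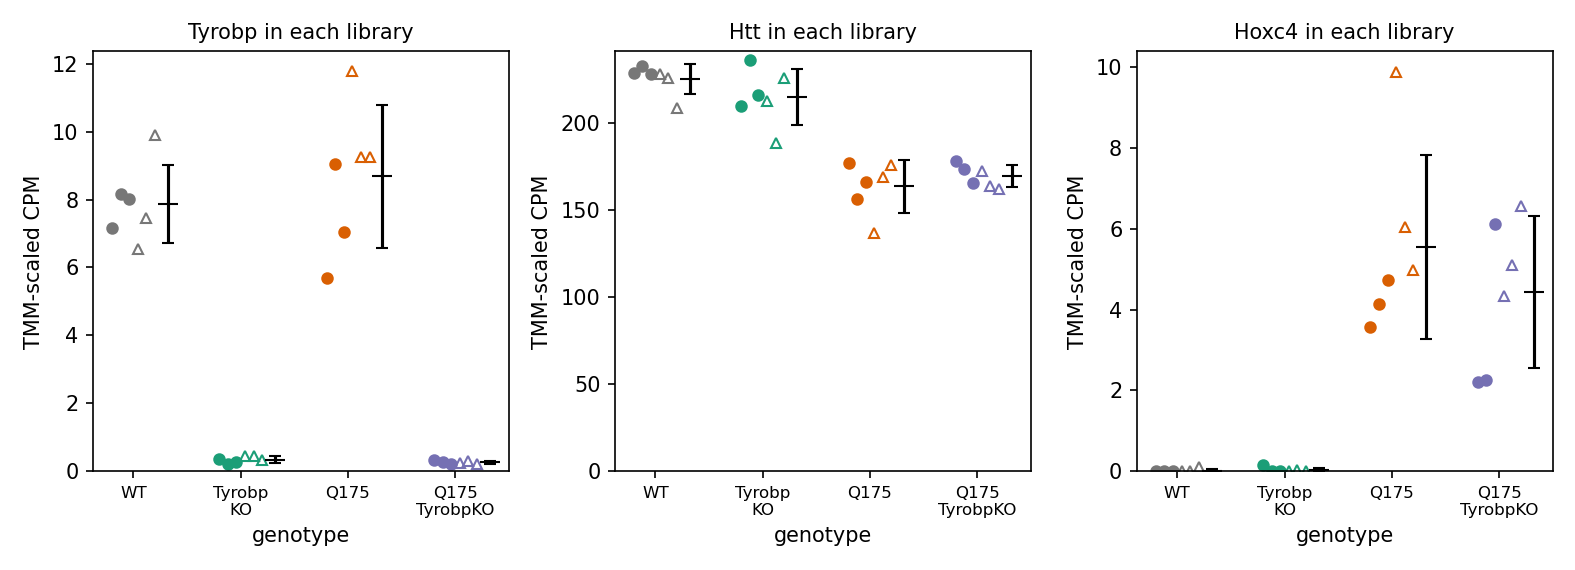
TMM-scaled CPM of Tyrobp, Htt and Hoxc4 in each of the 24 libraries by genotype, with filled circles for males, open triangles for females and black bars for the mean ± SD (n = 6). Tyrobp was at 0.341 and 0.260 CPM on average in the libraries with the deletion, and Htt in each Q175 carrier lay below each non-carrier.

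Q175 against WT addressed the effect of the Q175 allele with Tyrobp present. Of 19667 genes tested, 1893 (9.63%) were called, 817 higher and 1076 lower in Q175, and 228 of them changed by more than 1 on the log2 scale. The median absolute log2 fold change of the called genes was 0.40. The alternative that moved this count most was the fit of females alone, which called 187 genes, all but 4 of them among the 1893 and with the same sign there. Fitting males alone called 759.

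The higher genes of smallest p were developmental transcription factors. Wt1 (ENSMUSG00000016458, chromosome 2, 105126529 to 105173616) rose from 0.140 ± 0.112 CPM in WT to 5.52 ± 1.48 in Q175, a log2 fold change of 5.28 ± 0.36 (edgeR adjusted p 1.42e-10). Onecut1 (ENSMUSG00000043013, chromosome 9, 74861921 to 74891781) rose from 0.0729 ± 0.0640 to 3.24 ± 0.376 CPM, by 5.41 ± 0.39 (edgeR adjusted p 2.80e-10). Hoxc4 (ENSMUSG00000075394, chromosome 15, 103018934 to 103036852) had 3 reads in all of WT (0.0157 ± 0.0385 CPM) and 943 in all of Q175 (5.56 ± 2.28 CPM; edgeR adjusted p 8.15e-10). Hoxc5 (ENSMUSG00000022485, chromosome 15, 102967443 to 103017429) had no read in WT and 3.05 ± 0.597 CPM in Q175, which was at least 169.7-fold higher against a limit of 3 counts over the WT group (edgeR adjusted p 7.82e-09). The span of Hoxc5 contains Hoxc6, so reads of these neighbours can be split between them and the value of each is uncertain. Counts of all 4 genes were higher in each of the 6 Q175 libraries than in any WT library.

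The lower genes of smallest p were Ddit4l (ENSMUSG00000046818, chromosome 3, 137621612 to 137628333), which went from 26.1 ± 6.16 CPM in WT to 6.50 ± 0.576 in Q175 (-2.00 ± 0.12, edgeR adjusted p 9.85e-12), Mafa (ENSMUSG00000047591, chromosome 15, 75745490 to 75748228; -2.33 ± 0.16, edgeR adjusted p 2.34e-10), Phex (ENSMUSG00000057457, chromosome X, 157162075 to 157415312; -2.27 ± 0.17, edgeR adjusted p 5.92e-10) and Ryr1 (ENSMUSG00000030592, chromosome 7, 29003344 to 29125179). Ryr1 was at 148 ± 17.9 CPM in WT and 32.4 ± 5.79 in Q175 (-2.19 ± 0.14, edgeR adjusted p 9.91e-10). All are annotated as protein coding.

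TyrobpKO against WT addressed the loss of Tyrobp without the Q175 allele. The test called 23 genes, 9 higher and 14 lower in TyrobpKO, and 1269 genes had an unadjusted p under 0.05. Males alone gave 65 calls and females alone 8. Of the 23 genes, 21 (91.3%) lay on chromosome 7, which held 7.98% of the genes tested (2-sided Fisher's exact p 1.66e-21), and they spanned 15.0 Mb around Tyrobp, from 28833854 to 43832030. This region held 177 tested genes. Of the 21, 8 were higher and 13 were lower. The higher genes of smallest p were Zfp14 (ENSMUSG00000053985, chromosome 7, 30036359 to 30051380), at 14.9 ± 1.52 CPM in WT and 33.6 ± 4.52 in TyrobpKO (1.17 ± 0.09, edgeR adjusted p 1.34e-09), the antisense gene Arhgap33os (ENSMUSG00000062132, chromosome 7, 30515122 to 30522193; 3.17 ± 0.30, edgeR adjusted p 7.39e-08) and the processed pseudogene Pdcd5-ps (ENSMUSG00000102824, chromosome 1, 189277443 to 189277823; 2.17 ± 0.23, edgeR adjusted p 1.52e-06). The values of Arhgap33os and Pdcd5-ps are uncertain, since strand use was not stated and Pdcd5-ps can share reads with its parent gene. Pdcd5, on chromosome 7 at 35641982 to 35647521, was itself called lower (-0.42 ± 0.08, edgeR adjusted p 0.0287).

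After Tyrobp, the lower genes of smallest p in TyrobpKO against WT were Nudt19 (ENSMUSG00000034875, chromosome 7, 35547185 to 35556304), at 44.8 ± 3.48 CPM in WT and 19.4 ± 1.54 in TyrobpKO (-1.21 ± 0.07, edgeR adjusted p 7.09e-12), and Sipa1l3 (ENSMUSG00000030583, chromosome 7, 29320372 to 29518641; -0.71 ± 0.06, edgeR adjusted p 6.64e-09). Ryr1, also in this region, was at 36.8 ± 6.81 CPM in TyrobpKO (-2.01 ± 0.14, edgeR adjusted p 6.64e-09). The genes called off chromosome 7 were Pdcd5-ps and Lag3. Lag3 (ENSMUSG00000030124, chromosome 6, 124904361 to 124911705) was named after its values were seen and changed by -0.62 ± 0.11 (edgeR adjusted p 0.00980).

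**Figure D2:**
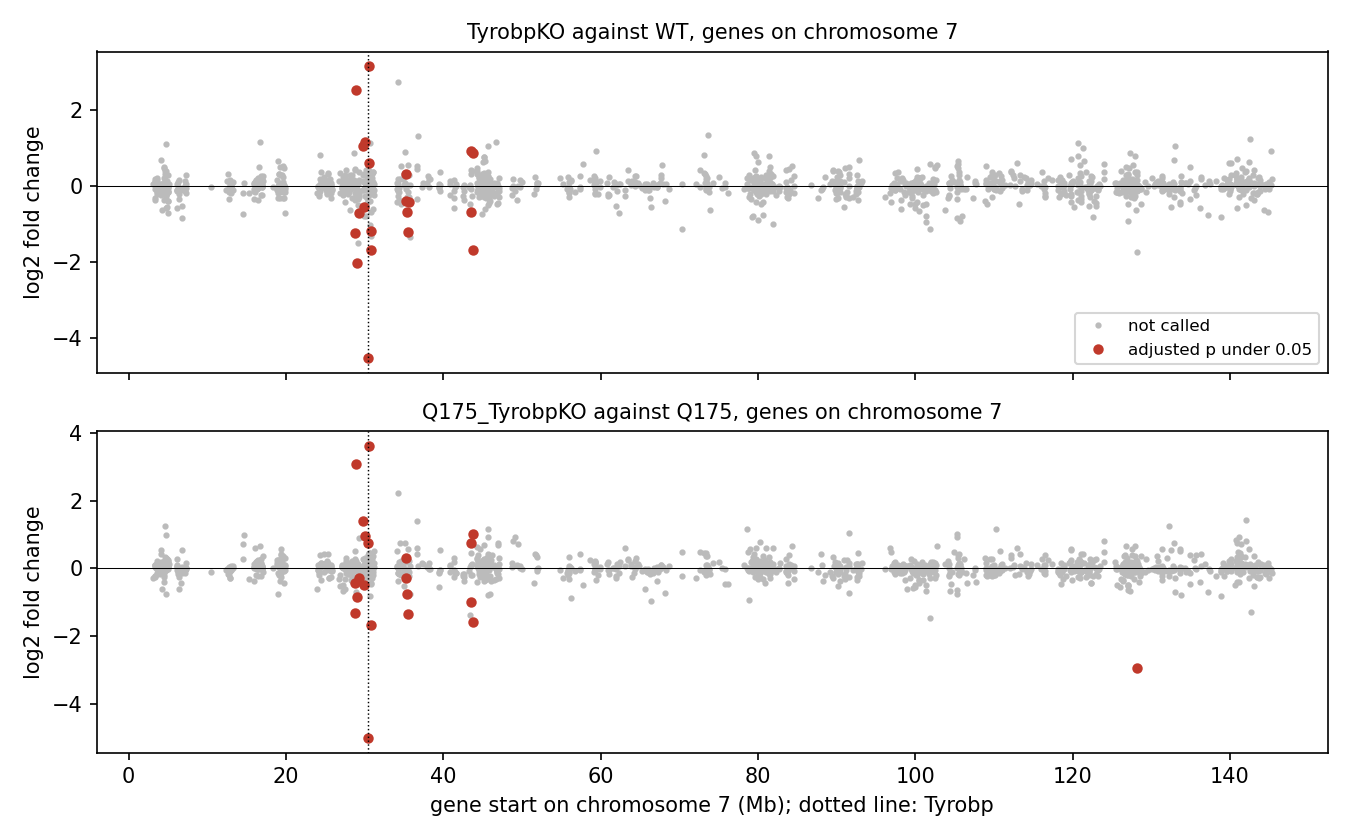
Log2 fold change against gene start (Mb) for the tested genes on chromosome 7, in TyrobpKO against WT above and Q175_TyrobpKO against Q175 below, with called genes (edgeR adjusted p under 0.05) as large red points, other genes as small grey points and a dotted line at Tyrobp. The 21 called genes of the upper panel lie between 28.8 and 43.8 Mb, while the lower panel also has Itgax at 128 Mb.

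Q175_TyrobpKO against Q175 addressed the loss of Tyrobp in the presence of the Q175 allele. The test called 31 genes, 9 higher and 22 lower, with 1187 at an unadjusted p under 0.05, and the DESeq2 Wald test called 52, including all 31. Of these 52, 22 lay on chromosome 7 and 30 off it. Males alone and females alone each gave 11. On chromosome 7 lay 21 of the 31 (67.7%, 2-sided Fisher's exact p 1.56e-16). Zfp14 (0.97 ± 0.09, edgeR adjusted p 7.43e-08), Arhgap33os (3.62 ± 0.29, edgeR adjusted p 7.11e-09) and Pdcd5-ps (2.06 ± 0.23, edgeR adjusted p 3.02e-06) were again the higher genes of smallest p. The lower ones were Tyrobp, Nudt19 (-1.36 ± 0.07, edgeR adjusted p 3.47e-13) and Dmkn (ENSMUSG00000060962, chromosome 7, 30763756 to 30781063; -1.69 ± 0.16, edgeR adjusted p 8.67e-08).

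Off chromosome 7, Pdcd5-ps was higher and the other 9 called genes were lower in Q175_TyrobpKO than in Q175: Lyz2, Trem2, Clec7a, Mpeg1, C1qb, Lag3, Adgre1, Cst7 and the antisense gene Gm10561. Lag3, Adgre1, Cst7 and Gm10561 were named after their values were seen, as was Itgax, which was also lower and lies on chromosome 7 but far from Tyrobp (128129547 to 128150657). Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) was at 12.1 ± 3.02 CPM in Q175 and 4.89 ± 0.619 in Q175_TyrobpKO (-1.30 ± 0.17, edgeR adjusted p 4.88e-05). Trem2 (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) was at 18.4 ± 2.77 and 12.8 ± 1.36 CPM (-0.51 ± 0.09, edgeR adjusted p 0.00426). Clec7a (ENSMUSG00000079293, chromosome 6, 129461591 to 129472779, annotated as a polymorphic pseudogene) was at 2.83 ± 0.361 and 0.271 ± 0.289 CPM (-3.42 ± 0.51, edgeR adjusted p 0.000600). Mpeg1 (-0.36 ± 0.08, edgeR adjusted p 0.0363) lay near the threshold. It lost its call without WT replicate 1, Q175 replicate 2, 3, 5 or 6, or Q175_TyrobpKO replicate 1, 3, 4 or 5, with edgeR adjusted p of 0.0529 to 0.153. C1qb (-0.39 ± 0.08, edgeR adjusted p 0.0221) lost its call without Q175 replicate 2, 4 or 6 or Q175_TyrobpKO replicate 1, 2, 4 or 5, with edgeR adjusted p of 0.0549 to 0.112. In males alone, Trem2 (edgeR adjusted p 0.798) and Lyz2 (edgeR adjusted p 0.150) were not called, nor was Clec7a in females alone (edgeR adjusted p 0.550), and Mpeg1 and C1qb were called in neither sex alone. Pdcd5-ps was not called in females alone in this contrast (edgeR adjusted p 0.287) or in TyrobpKO against WT (edgeR adjusted p 0.0601), and Ryr1 was not in females alone in this contrast (edgeR adjusted p 0.821). In a fit of only the 12 libraries compared, Trem2 (edgeR adjusted p 0.0721) and C1qb (0.0958) were not called, and without the sex term C1qb was not (edgeR adjusted p 0.197).

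The contrasts TyrobpKO against WT and Q175_TyrobpKO against Q175 share no library. They shared 20 called genes, 18 of them on chromosome 7, against 0.0363 expected by chance from the number of calls, and all 20 had the same sign. Of the 34 genes called in either, 33 had the same sign. Across those 34 genes the Spearman correlation of the log2 fold changes was 0.852 and the Pearson correlation 0.909, with the limit that genes are not independent replicates. For Lyz2, the log2 fold change was -0.42 ± 0.17 (edgeR adjusted p 0.749) without the Q175 allele, and for Trem2 it was -0.14 ± 0.09 (edgeR adjusted p 0.763).

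Q175_TyrobpKO against TyrobpKO addressed the Q175 allele in the absence of Tyrobp, with 1153 genes called, 547 higher and 606 lower. In it, Wt1 (5.18 ± 0.36, edgeR adjusted p 2.31e-10), Onecut1 (6.19 ± 0.42, edgeR adjusted p 2.31e-10) and Hoxc4 (6.79 ± 0.52, edgeR adjusted p 6.77e-09) were the higher genes of smallest p, and Ddit4l (-1.57 ± 0.12), Mafa (-1.93 ± 0.16) and Phex (-1.76 ± 0.17) the lower ones. Hoxc5 again had no read in TyrobpKO and was at least 139.8-fold higher in Q175_TyrobpKO (2.46 ± 1.28 CPM). Against WT, Q175_TyrobpKO had 1857 called genes, 767 higher and 1090 lower. The higher genes of smallest p were again Wt1, Onecut1 and Hoxc4, and the lower ones were Tyrobp, Ddit4l and Nudt19.

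Whether the Q175 effect differed with Tyrobp genotype was tested by the interaction term. edgeR called 0 genes, with 707 at an unadjusted p under 0.05, while limma-voom called 0, DESeq2 called 2 (Ryr1 and Sipa1l3, both in the region around Tyrobp) and limma-trend called 1 (Ryr1). The smallest edgeR adjusted p was 0.123, for Ryr1 (1.16 ± 0.20), whose log2 fold change in Q175 was smaller in size without Tyrobp (-1.03 ± 0.14) than with it (-2.19 ± 0.14). Across the 1893 genes called in Q175 against WT, the slope of the Q175 effect without Tyrobp on that with Tyrobp was 0.744 (jackknife SE 0.115), with a Pearson correlation of 0.924, a Spearman correlation of 0.923 and the same sign in 97.1% of genes. The slope was 0.614 in males alone, 0.912 in females alone and 0.859 over the 200 genes of smallest p. These contrasts share no library, but choosing genes in the first lowers the slope. Among 100 simulated data sets with equal Q175 effects, fitted with limma-trend, the slope averaged 0.764 (SD 0.0928) and the Pearson correlation 0.900, against 0.730 and 0.912 observed with the same fit. In 31 of the 100 the slope was as low as observed. With genes chosen in Q175_TyrobpKO against TyrobpKO instead, the slope of the effect with Tyrobp on that without was 0.947, above all 100 (mean 0.763), and the 1198 genes called there by limma-trend in all 24 libraries were as few as in 1 of 100. The slope of the principal axis over genes called for the sum of both effects was 0.882, with 8 of 100 as low. Whether the effects were equal was therefore not settled. Of the genes called in Q175 against WT, 783 were also called in Q175_TyrobpKO against TyrobpKO, 782 of them with the same sign.

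**Figure D3:**
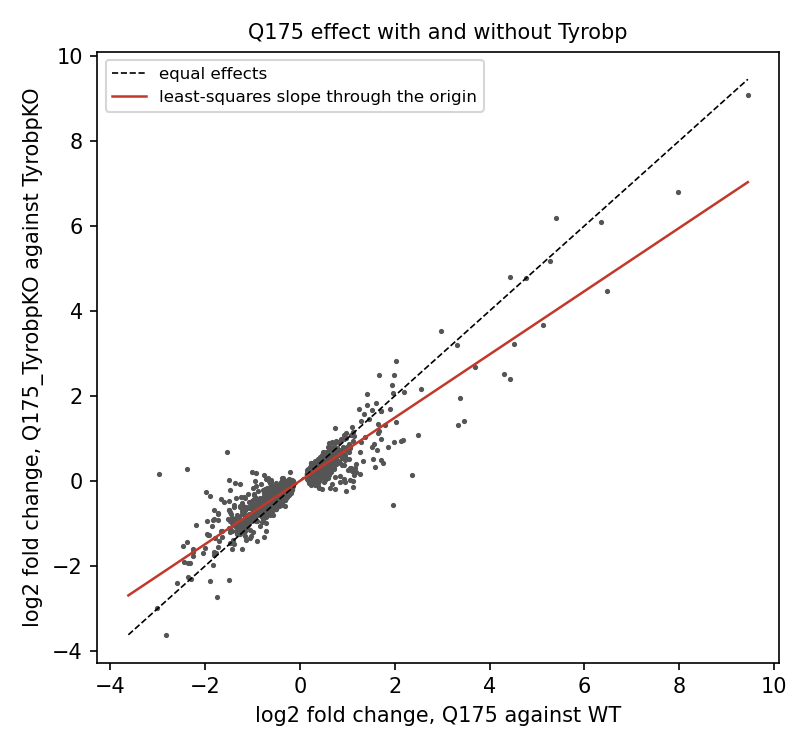
Log2 fold change in Q175_TyrobpKO against TyrobpKO (vertical) against that in Q175 against WT (horizontal) for the 1893 genes called in the latter, with a dashed line of equal effects and a red line for the slope through the origin of 0.744. Fitted values of genes without reads in a group, such as Hoxc5 at the upper right, depend on the prior count.

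The gene lists showed which cell types' markers moved as a set. In Q175 against WT, the striatal projection neuron list had a median log2 fold change of -0.68 (camera adjusted p 5.94e-37; fry adjusted p 0.000337), and all 25 members were lower. Of these, 22 were called over all genes and 24 when adjusted over the list alone. Its median moved most in females alone, to -0.55. Scn4b (ENSMUSG00000046480, chromosome 9, 45138395 to 45154152) went from 1740 ± 246 CPM in WT to 696 ± 110 in Q175 (-1.33 ± 0.14, edgeR adjusted p 1.22e-06), with WT replicate 5 apart from the other WT libraries at 1243 CPM. The disease-associated microglia list was higher (median 0.25, camera adjusted p 5.13e-08; fry adjusted p 0.000385), with 9 of 25 members called over all genes and 10 when adjusted over the list alone. Among its members, Timp2 (ENSMUSG00000017466, chromosome 11) rose by 0.47 ± 0.06 (edgeR adjusted p 3.40e-06) and Lyz2 by 0.93 ± 0.17 (edgeR adjusted p 0.000390, and 0.0573 in males alone). Timp2 was at 251 CPM in WT and 348 in Q175, and at 247 in TyrobpKO and 327 in Q175_TyrobpKO. Its rise was thus also seen without Tyrobp, and bulk tissue does not show which cells express it. The complement and phagocytic receptor list was higher (median 0.17), called by camera and not by fry (fry adjusted p 0.0551), which called it without chromosome 7 genes (fry adjusted p 0.0441). The homeostatic microglia (0.023), reactive astrocyte (0.12) and oligodendrocyte myelin (-0.098) lists were not called, although single members were: Mertk was lower (-0.22 ± 0.06, edgeR adjusted p 0.0204; not called without WT replicate 2 or 3, at 0.0565 and 0.0800, in the fit of only the 12 libraries, at 0.0529, or in males or females alone, at 0.227 and 0.339), Serpina3n higher (1.01 ± 0.19, edgeR adjusted p 0.00105; 0.0562 in females alone), Gfap higher (0.63 ± 0.19, edgeR adjusted p 0.0425) and Fbln5 lower (-0.92 ± 0.19, edgeR adjusted p 0.00176; 0.242 in males alone).

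In Q175_TyrobpKO against Q175, the complement and phagocytic receptor list fell (median -0.39, camera adjusted p 2.02e-28; fry adjusted p 0.000337), as did the homeostatic microglia list (-0.24; fry adjusted p 0.000674) and the disease-associated microglia list (-0.17; fry adjusted p 0.000385). Of their members, 2, 2 and 4 were called over all genes and 17, 10 and 10 when adjusted over the list alone. Cd33, in the homeostatic list, lies in the region around Tyrobp (chromosome 7, 43524216 to 43544428) and went from 12.97 ± 1.71 CPM in Q175 to 6.50 ± 0.472 in Q175_TyrobpKO (edgeR adjusted p 5.18e-07). The reactive astrocyte (-0.11) and striatal projection neuron (-0.045) lists were called by camera alone, and the oligodendrocyte myelin list (-0.022) was not called. Gfap was at 207 ± 40.7 CPM in Q175 and 118 ± 32.8 in Q175_TyrobpKO (-0.82 ± 0.19), which edgeR did not call (adjusted p 0.151) and DESeq2 did (adjusted p 0.00352).

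In TyrobpKO against WT, camera alone called the striatal projection neuron (-0.28), homeostatic microglia (-0.086), complement and phagocytic receptor (-0.12) and oligodendrocyte myelin (0.13) lists. The cortex list, used to weigh dissection, had a median of 0.65 in the same contrast (camera adjusted p 0.00461; fry adjusted p 0.834). The disease-associated microglia list had a median of 0.011, a mean of -0.15 and a test direction of down, and was not called. The reactive astrocyte list (0.0026) was not called either, with a positive median and mean and a test direction of down. Camera called all 6 lists in the interaction: striatal projection neuron (0.22), homeostatic microglia (-0.095), disease-associated microglia (-0.25), complement and phagocytic receptor (-0.25), reactive astrocyte (-0.022) and oligodendrocyte myelin (-0.16). The interaction of the disease-associated microglia list also held under fry (adjusted p 0.0110). Of the 24 list tests, camera with its preset correlation called 18, fry 6 and camera with an estimated correlation 6. The 6 calls of fry and the 6 of camera with an estimated correlation were the same: the striatal projection neuron and disease-associated microglia lists in Q175 against WT, the 3 microglial lists in Q175_TyrobpKO against Q175, and the disease-associated microglia list in the interaction.

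**Figure D4:**
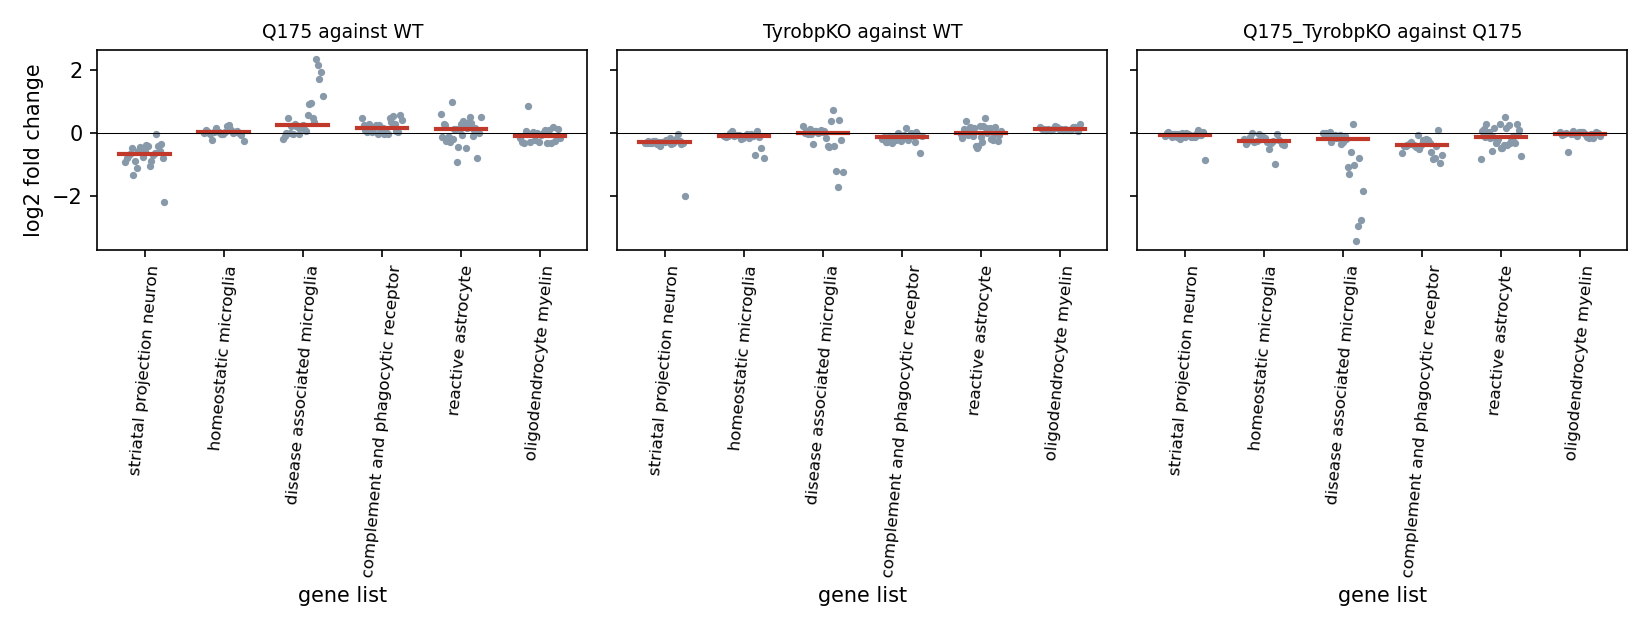
Log2 fold change of each member (points) of the 6 gene lists in Q175 against WT, TyrobpKO against WT and Q175_TyrobpKO against Q175, with a red bar at the median. All 25 members of the striatal projection neuron list were lower in Q175 than in WT, and all 20 of the homeostatic microglia list were lower in Q175_TyrobpKO than in Q175.

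Females and males differed in 16 genes, 9 higher and 7 lower in females. For the interaction of Q175 with sex, edgeR called 0 genes (747 at an unadjusted p under 0.05), and DESeq2 and limma-voom also called 0. For the interaction of Tyrobp deletion with sex in Q175 mice, edgeR called 0 genes (1217 at an unadjusted p under 0.05), limma-voom 0 and DESeq2 3. The 3 were Trf on chromosome 9, Gm47283 on chromosome Y and Rsph1 on chromosome 17, named after their values were seen (DESeq2 adjusted p 0.0321, 0.00330 and 0.0493). A difference between the sexes in either effect was thus not shown, at 3 animals per genotype and sex.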

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

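The tests of single libraries by list scores, Tyrobp, Htt and mitochondrial counts, the binomial test, the fits with cortex and choroid plexus scores and the splits counted with fry were chosen after the results were seen. Leaving out each library in turn and the splits counted with camera were chosen before.

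Single libraries that stood apart from the rest of their genotype were sought by the gap to the nearest library divided by the range of the group, against Dixon's critical value for 6 libraries. The 194 checks covered totals, list scores and named genes, and 15 values in 9 libraries passed. Chance flags about 1 in 20 groups, which is 9.7 of 194. The 1-sided binomial p for 15 or more was 0.0637, although the checks were not independent, so chance over many checks may account for their number.

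WT replicate 6 had 32.4 M counts, with the nearest WT library at 28.7 M, and TyrobpKO replicate 1 had 34.6 M, with the nearest at 29.1 M. These are differences in depth, which the normalization scales, and no biological explanation was tested. TyrobpKO replicate 5 had 7.44% of its counts in the 10 largest genes, with the nearest at 6.20%. Its mitochondrial share was 6.58% of counts, against a mean of 5.04% in the other libraries of its genotype (SD 0.318), so a larger share of mitochondrial transcripts is a candidate explanation.

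Q175 replicate 1 was the lowest of its genotype for the disease-associated microglia list (mean log2 CPM 4.17, nearest 4.54), the complement and phagocytic receptor list (2.88, nearest 3.16) and Lyz2 (6.08 CPM, nearest 12.04). Its homeostatic microglia list was at 3.91, against a mean of 4.13 in the other Q175 libraries (SD 0.0620). A lower share of microglia in this library, which predicts that all the microglial lists fall, therefore remains open, whether from dissection or in the animal. Its Y-linked genes were also low, as described among the other observations.

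TyrobpKO replicate 4 was the highest of its genotype for the reactive astrocyte list (2.31, nearest 1.99). The blood list was at -1.37 in this library and -1.08 on average in the others (-1.80 to 0.0621). Blood in the dissection and another source cannot be told apart, because the value lay inside that range and the list rests on 4 genes. No other explanation was tested.

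WT replicate 6 had the lowest Htt of WT (209 CPM, nearest 226). It also had the highest Hoxc4 of WT, at 0.0942 CPM from 3 reads, where the other WT libraries had none. TyrobpKO replicate 1 had the highest Hoxc4 of its genotype, at 0.146 CPM from 5 reads (nearest 0.0367), and TyrobpKO replicate 2 the highest Wt1, at 0.392 CPM from 11 reads (nearest 0.110). A library of another genotype was argued against, because the lowest Htt of these 3 libraries (209 CPM) lay above the highest of the Q175 carriers (178 CPM), and each carrier had at least 66 reads of Hoxc4. Sampling of a few reads, and a few reads from libraries prepared together, remain open and were not tested.

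Clec7a was at 0.835 CPM in Q175_TyrobpKO replicate 6 (nearest 0.307). A library with intact Tyrobp was argued against by its Tyrobp of 0.218 CPM, against at least 5.69 CPM in the libraries without the deletion. No biological explanation was tested.

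Scn4b was at 1243 CPM in WT replicate 5 (nearest 1790). The cortex list of this library was the highest of WT, at 5.36, against a mean of 3.96 in the other WT libraries (SD 0.921). A fall of Scn4b alone was argued against, because the striatal projection neuron list without it was also lower there, at 8.45, against 8.79 to 9.09 in the other WT libraries. Cortical tissue and another cause of a lower share of these neurons cannot be told apart, because the cortex score lay within 1.52 SD of the others. This reading was set after the values were seen. Mobp was at 2326 CPM in WT replicate 6 (nearest 1820), and the oligodendrocyte myelin list there was at 7.98, against 7.54 in the other WT libraries (SD 0.108), so more white matter in the dissection may be the source.

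Enpp2 was at 1917 CPM in Q175 replicate 3 (nearest 523). The choroid plexus list of this library was at 5.41, against 0.586 in the other Q175 libraries (SD 0.918). Its most abundant genes, Ttr, Clic6 and Kl, were at 3793, 92.2 and 153 CPM there, the highest of the 24 libraries, and Ttr was at most 442 CPM in the other Q175 libraries. Of the 15 tested genes of this list, 5 averaged over 1 CPM in WT, and none is in another list used here. Choroid plexus carried along in this dissection is a candidate source. Without this library, the log2 fold change of Enpp2 in Q175_TyrobpKO against Q175 went from -0.61 to 0.12, neither called by edgeR.

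For the 6 gene lists, the change on Tyrobp deletion differed between animals with and without the Q175 allele by camera's test of the interaction. The medians were 0.22 for striatal projection neurons, -0.095 for homeostatic microglia, -0.25 for disease-associated microglia, -0.25 for complement and phagocytic receptors, -0.022 for reactive astrocytes and -0.16 for oligodendrocyte myelin. By fry, the disease-associated microglia list alone was called (adjusted p 0.0110), and the other 5 had adjusted p of 0.0668 to 0.437. In 6 of 100 splits of the libraries camera called as many lists, and in 6 of 100 fry called as many. These splits shuffled all 4 genotype labels within each sex, so the Q175 effect itself was mixed into them. They do not test an absence of interaction alone, so chance remains open for either number. The reactive astrocyte list changed sign without WT replicate 6 (0.0016), TyrobpKO replicate 4 (0.041), Q175 replicate 3 (0.0078), Q175_TyrobpKO replicate 2 (0.011) or Q175_TyrobpKO replicate 3 (0.0035), and its members went both ways.

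For the disease-associated microglia list, dependence on a single library was argued against: the unadjusted fry p lay between 0.000211 and 0.00671 over leaving out each of 24, highest without TyrobpKO replicate 4. Cortex or choroid plexus as the cause was argued against too, since with both scores in the fit the median was -0.24 (fry adjusted p 0.0117). With those scores the complement and phagocytic receptor list was also called by fry (-0.27, adjusted p 0.0350). In Q175_TyrobpKO against TyrobpKO, outside the 24 adjusted list tests, the disease-associated microglia list had a median of -0.020 (unadjusted fry p 0.932). The homeostatic list there was at -0.084 and the complement list at -0.040 (unadjusted fry p 0.0882 and 0.400). The striatal projection neuron list still fell (-0.42, unadjusted fry p 0.00177). A dependence of the microglial response on both alleles remains open as a hypothesis, and so does chance. For the striatal projection neuron list the median with the scores was 0.13 (fry adjusted p 0.272). A genotype effect and tissue composition cannot be told apart for this list, because fry called it neither with nor without the scores. This reading was also set after the values were seen.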

How the results depend on the processing

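The fits with cortex and choroid plexus scores and the lists without chromosome 7 genes were chosen after seeing the data, and all other alternatives before. No paired analysis was made, because the labels carry animal numbers but do not state which animals of different genotypes belong together.

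For the counts of changed genes, leaving out each of the 24 libraries gave 1416 to 1986 genes in Q175 against WT, 18 to 23 in TyrobpKO against WT, 24 to 46 in Q175_TyrobpKO against Q175, 809 to 1218 in Q175_TyrobpKO against TyrobpKO, 1353 to 1988 in Q175_TyrobpKO against WT, 14 to 16 between the sexes and 0 to 0 in the interaction of Q175 with sex. The interaction of both genotypes gave 0 to 2 by edgeR, with 2 without WT replicate 5, 1 without TyrobpKO replicate 6 and 1 without Q175_TyrobpKO replicate 1. These were Ryr1 and Sipa1l3, and Ryr1 in the single calls. That of Tyrobp deletion with sex gave 0 to 1, the 1 being Gm47283 without Q175_TyrobpKO replicate 3. Genes shared by the Tyrobp contrasts numbered 17 to 21, and the slope was 0.696 to 0.780.

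Each sex alone has 3 animals per genotype, which lowers most counts. Males alone gave 759, 65, 11, 104 and 752 genes in the 5 genotype contrasts in that order and a slope of 0.614. Females alone gave 187, 8, 11, 290 and 240 and a slope of 0.912. With DESeq2 there were 52 in Q175_TyrobpKO against Q175 (30 of them off chromosome 7), 2 in the interaction and 3 in that of Tyrobp deletion with sex. With 1 surrogate variable there were 1823 in Q175_TyrobpKO against TyrobpKO and 2 in the interaction, and with the scores 2 in the interaction. The slope over the 200 genes of smallest p was 0.859. For these, other than fewer animals in each sex, the cause was not tested. All other alternatives kept the counts within 1.5 times.

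For the gene lists, fry and camera with an estimated correlation each left uncalled the same 12 lists that camera called, with the values unchanged: complement (0.17) in Q175 against WT; striatal projection neuron (-0.28), homeostatic (-0.086), complement (-0.12) and oligodendrocyte (0.13) in TyrobpKO against WT; striatal projection neuron (-0.045) and astrocyte (-0.11) in Q175_TyrobpKO against Q175; and all but disease-associated microglia in the interaction (0.22, -0.095, -0.25, -0.022 and -0.16). Without chromosome 7 genes, fry called complement in Q175 against WT (fry adjusted p 0.0441). These tests allow for the correlation among list members, which camera presets.

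The astrocyte list in TyrobpKO against WT, near 0, changed sign with DESeq2 size factors (-0.00032) and without the low-count filter (-0.0036). Males alone changed the sign of the disease-associated (-0.069) and astrocyte (-0.0021) lists in TyrobpKO against WT, of the striatal projection neuron (0.021) and oligodendrocyte (0.098, called in this direction with a camera adjusted p of 0.0231) lists in Q175_TyrobpKO against Q175, and of Tyrobp in Q175 against WT (-0.10). In males, complement in Q175 against WT (0.14) and homeostatic (-0.019) and oligodendrocyte (-0.060) in the interaction lost their call, and oligodendrocyte in Q175 against WT gained it (-0.19). Females alone changed the sign of the astrocyte (-0.034) and oligodendrocyte (0.035) lists in Q175 against WT, of striatal projection neuron (0.0097) in TyrobpKO against WT, of astrocyte (0.070) and Enpp2 (0.19) in Q175_TyrobpKO against Q175, and of striatal projection neuron (-0.14, called in this direction with a camera adjusted p of 0.0495) and astrocyte (0.049) in the interaction. In females, complement in TyrobpKO against WT (-0.028) lost its call and oligodendrocyte in Q175_TyrobpKO against Q175 (-0.14) gained it. Striatal projection neuron in Q175_TyrobpKO against Q175 changed sign with the surrogate variable (0.045) and with the scores (0.024) and lost its call without chromosome 7 (-0.045). With the scores, astrocyte in Q175 against WT changed sign (-0.025). The cause was not tested for any of these.

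Over leaving out each library, list medians in Q175 against WT ranged over -0.76 to -0.63 for striatal projection neurons, -0.011 to 0.064 for homeostatic microglia, 0.19 to 0.31 for disease-associated microglia, 0.12 to 0.23 for complement, 0.033 to 0.22 for astrocytes and -0.15 to -0.0024 for oligodendrocytes. In the same order they ranged in TyrobpKO against WT over -0.38 to -0.23, -0.13 to -0.046, -0.034 to 0.047, -0.17 to -0.091, -0.062 to 0.073 and 0.064 to 0.20, in Q175_TyrobpKO against Q175 over -0.11 to 0.019, -0.28 to -0.22, -0.26 to -0.16, -0.43 to -0.36, -0.22 to -0.036 and -0.069 to 0.037, and in the interaction over 0.14 to 0.31, -0.14 to -0.059, -0.29 to -0.22, -0.30 to -0.20, -0.099 to 0.041 and -0.23 to -0.095. In Q175 against WT, homeostatic changed sign without Q175 replicate 2 (-0.011), and oligodendrocyte was called without WT replicate 4 (-0.10) or Q175 replicate 6 (-0.15). In TyrobpKO against WT, disease-associated microglia changed sign without WT replicate 4 or 5 or TyrobpKO replicate 1, 4 or 5 (lowest -0.034), and astrocyte without TyrobpKO replicate 1, 3 or 4, Q175 replicate 2 or 6, or Q175_TyrobpKO replicate 2 or 5 (lowest -0.062), never called. In Q175_TyrobpKO against Q175, striatal projection neuron changed sign without Q175 replicate 2 or Q175_TyrobpKO replicate 1 or 4 (highest 0.019) and lost its call without Q175 replicate 6 or Q175_TyrobpKO replicate 5 (both -0.021). There, oligodendrocyte changed sign without Q175 replicate 5 or 6 or Q175_TyrobpKO replicate 2 or 6 (highest 0.037) and was called without Q175_TyrobpKO replicate 1 (-0.069), and astrocyte lost its call without Q175 replicate 3 (-0.036). In the interaction, astrocyte lost its call without WT replicate 1 (-0.00051) or 5 (-0.050) or Q175 replicate 2 (-0.0059), apart from its changes of sign described above.

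The 63 results for named genes had 2175 values under alternatives. Of these, 2116 kept direction and side of the threshold, 40 kept direction and lost their call, 16 gained one and 3 changed sign. The third change of sign, beside Tyrobp in males and Enpp2 in females, was Enpp2 without Q175 replicate 3 (lowest -0.76 and highest 0.12 over the libraries left out). For genes of few reads, a count of 0 over the 6 WT libraries still allows up to 0.0180 CPM, taken as 3 counts.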

Other observations

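The tests of uncalled genes on chromosome 7, of gene selection in the slope, of males with the scores in the fit, of Hox genes as a class and of other splits by changed genes or camera or without chromosome 7 genes were chosen before their results were seen. The tests of the share, position and direction of calls on chromosome 7, of Pdcd5 and Ryr1, of microglial lists without chromosome 7 or with the scores, of the first principal component, of the axis slope, the slope with the scores and the animal prefixes, of Hox reads, of the neighbourhood of Htt, of Xist and of splits by fry were chosen after the results were seen. Other splits were drawn 100 times per contrast, the real one included, and fitted with limma-trend.

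Genes called by edgeR on deletion of Tyrobp lay mainly in its own neighbourhood, whereas DESeq2 called 30 of its 52 genes in Q175_TyrobpKO against Q175 off chromosome 7. In TyrobpKO against WT, none of the other 99 splits of the libraries called as many genes (1 of 100, the real one, with 17 by limma-trend, and 4 in the largest other). Off chromosome 7, limma-trend called 1 gene in the real split, 3 of 100 splits had as many and the largest other called 4. Of the 23 genes that edgeR called in this contrast, 91.3% lay on chromosome 7, within 15.0 Mb. The region held 177 tested genes, of which 21 were called in this contrast, 19 in Q175_TyrobpKO against Q175 and 18 in both. Among the 155 that neither contrast called, the log2 fold changes of the 2 contrasts, which share no library, had a Spearman correlation of 0.427 across genes. This was matched by 2 of 107 other windows of the genome, whose median was 0.189 and highest 0.494, and genes are not independent. A candidate explanation is flanking DNA of the strain in which the allele was made, carried along with it. A colony difference with large effects over the genome was argued against, since only 2 called genes lay off chromosome 7, namely Pdcd5-ps and Lag3. Smaller differences that follow the prefix of the animal numbers remain open, because a count of calls cannot exclude them. Across all tested genes that neither contrast called, the Spearman correlation of the 2 contrasts was 0.203, and small shared differences would give a positive value. Reads lost because of strain variants would lower genes alone, but 8 of the 21 were higher. Reading of flanking genes as targets of Tyrobp is therefore not separated from linkage by this design, and the genotype of the flanks was not examined here.

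The fall of Ryr1 in TyrobpKO against WT (-2.01 ± 0.14) was much larger than the median of -0.27 over the 23 other striatal projection neuron genes off chromosome 7, of which the lowest was -0.39, so a lower share of those neurons was argued against as its whole cause. The genes of the interaction that some settings called were also in this region: Ryr1 and Sipa1l3 were called with the cortex and choroid plexus scores in the fit (1.10 and 0.39) and with a surrogate variable (1.11 and 0.40). Ryr1 fell on either allele and fell less on the second, which may come from linkage rather than from an interaction of the proteins, and this was not tested. Pdcd5 lost 5.05 CPM in TyrobpKO and Pdcd5-ps on chromosome 1 gained 1.75 CPM, so reads that moved from the gene to the pseudogene because of a variant on chromosome 7 are a candidate source of the call off chromosome 7.

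Microglial genes were lower in Q175_TyrobpKO than in Q175. Flanking DNA acting on list members on chromosome 7 themselves was argued against, because without genes on that chromosome the disease-associated microglia list still fell (-0.17, fry adjusted p 0.000226). A linked gene that acts on microglia was not tested and remains open. Cd33, a microglial gene of that region, was lower in TyrobpKO against WT as well (-0.69). Cortex or choroid plexus was argued against, since the complement and phagocytic receptor list fell with both scores in the fit (-0.36, fry adjusted p 0.000309). No single library carried the fall, with unadjusted fry p of at most 0.000202, 0.000580 and 8.22e-05 for the disease-associated, homeostatic and complement lists over leaving out each of 24. A lower share of microglia remains open: the homeostatic list fell as well (-0.24 without chromosome 7 genes, fry adjusted p 0.00253), which is consistent with fewer microglia or with lower expression in each, and bulk tissue does not separate them. For changed genes, 4 of 100 splits had as many with limma-trend (23 in the real one, 898 in the largest other), but that count is made up mainly of genes on chromosome 7. Off chromosome 7, 6 genes were called, 4 of 100 splits had as many and the largest other called 843. For lists, fry called as many as the real 3 in 4 of 100 splits, with all genes and also without chromosome 7 genes. Camera called as many as its 5 in 27 of 100. The share of 4 of 100, for genes off chromosome 7 and for lists called by fry, thus lay only just under 0.05. It rests on 100 draws and was not adjusted over the split tests. Both counts were added after the data were seen, so chance remains open for them. Chance was also not excluded for the number of lists called by camera. The splits test the number of calls and not any single gene. In Q175 against WT, fry called as many as its 2 lists (3 without chromosome 7 genes) in 1 of 100 splits and camera as many as its 3 in 43. In TyrobpKO against WT, fry called none, so all 100 splits had as many, and camera called as many as its 4 in 31.

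The first principal component varied within genotypes. Computed without the genes of the 4 technical lists, it had a Pearson correlation of 0.944 with the cortex list over 24 libraries and a Spearman correlation of 0.848 (2-sided permutation p 1e-05 for both, the smallest that 100000 permutations can give, and 4e-05 after adjustment over 4 lists). It was 0.909 without the 2 libraries farthest from the median, 0.957 to 0.997 within genotypes, 0.971 in males and 0.913 in females. Cortical tissue in the striatal dissection is a candidate source. Means of the cortex score went from 3.82 in Q175 to 5.05 in TyrobpKO, so a part of genotype in this axis was not excluded. Slc17a7, the most abundant gene of the list, ranged from 5.88 CPM in Q175_TyrobpKO replicate 6 to 605 CPM in TyrobpKO replicate 2. Nptx1 ranged from 27.8 to 351 CPM and Mef2c from 166 to 425 CPM. Of the 15 genes of this list, 14 averaged over 1 CPM in WT, whether from striatal cells or from cortical tissue, and none is in another list. Choroid plexus was argued against as the source of this axis: its correlation of -0.558 (permutation p 0.00472, adjusted 0.00944; Spearman -0.368, p 0.0780) fell to -0.160 without the 2 farthest libraries, and within genotypes it went from -0.602 to 0.505. The list for thalamus, septum and pallidum had -0.0980 (permutation p 0.649; Spearman -0.0913) and the blood list -0.385 (permutation p 0.0624; Spearman -0.313).

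These lists also bear on the contrasts. In Q175 against WT the choroid plexus list had a median of 2.95, with 3 of 15 genes called over all genes and all 15 when adjusted over the list alone, but fry did not call it (unadjusted p 0.122). Camera called it (adjusted p 0.00474), and the value rests largely on Q175 replicate 3, whose score was 5.41. The other 5 Q175 libraries averaged 0.586, and WT averaged 0.105. In Q175_TyrobpKO against TyrobpKO, which does not hold that library, its median was 1.82 with all 15 genes higher (camera adjusted p 0.00474, fry unadjusted p 0.133). The cortex list had -0.44 there, the thalamus, septum and pallidum list 0.014 and the blood list 0.998 (fry unadjusted p 0.0520), and camera called none of the 3. The cortex list had a median of -0.17 in Q175 against WT, 0.65 in TyrobpKO against WT and 0.41 in Q175_TyrobpKO against Q175. In the same 3 contrasts the choroid plexus list had 2.95, -0.088 and -1.11, the thalamus, septum and pallidum list -0.069, -0.019 and -0.027, and the blood list 0.38, -0.19 and -0.10. None was called by fry after adjustment.

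Males alone gave 65 calls in TyrobpKO against WT, more than the 23 of both sexes, and 50 of them lay off chromosome 7. Cortex scores averaged 5.41 in TyrobpKO males and 4.27 in WT males (n = 3 each). With cortex and choroid plexus scores in the fit, 20 genes were called in males and 8 of them lay off chromosome 7. Females, fitted without the scores, had 8 calls, none of them off chromosome 7. Uneven cortical tissue is a candidate source of the additional genes in males, but this fit cannot decide it. Cortex scores were 5.18 to 5.63 in TyrobpKO males and 3.71 to 4.63 in WT males, so the score is confounded with genotype. The 2 scores also leave fewer degrees of freedom, so calls can fall whether or not cortex was the cause. The striatal projection neuron genes off chromosome 7 had a median of -0.61 in males (unadjusted fry p 0.00684) and 0.0097 in females (p 0.915). With the scores it was -0.37 in males (p 0.0233), so cortical tissue as measured by these scores was argued against as the whole cause. A difference between the sexes in this list was tested among 18 interactions of lists with sex, which were chosen after the results were seen. Its value was 0.64 (unadjusted fry p 0.0219, adjusted 0.395), and fry called none of the 18 while camera called 8, so a difference between the sexes was not shown.

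For Q175 against WT, 1 of 100 splits had as many changed genes as the real one, which was that one (1314 with limma-trend, 447 in the largest other). The same held for Q175_TyrobpKO against TyrobpKO, with 1 of 100 (1454 and 876), and for Q175_TyrobpKO against WT, with 1 of 100 (1643 and 255), so chance can be excluded for the 3 counts. A colony or litter difference marked by the animal prefixes was argued against as the whole cause of the genes called in Q175 against WT, because their effect recurred between Q175_TyrobpKO and TyrobpKO, which share a prefix (slope 0.744, jackknife SE 0.115). A part of it in Q175 against WT remains open. For the interaction, 3 of 100 splits had at least the 1 gene of the real one, Ryr1, which is on chromosome 7. Those splits mixed the Q175 effect into the contrast, so they do not test an absence of interaction alone.

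Whether the Q175 effect was smaller without Tyrobp remained unsettled. Equal effects gave a slope of 0.764 on average, close to the 0.730 observed with limma-trend, so selection of genes by their p accounts for a slope of that size. With genes selected instead in Q175_TyrobpKO against TyrobpKO, the slope of the effect with Tyrobp on that without was 0.947, above each of 100 draws with equal effects (mean 0.763, highest 0.942), and 1198 genes were called there in the fit of all 24 libraries, as few as in 1 of 100 draws. That order of counts was not stable: fits of only the 12 libraries compared called more genes in Q175_TyrobpKO against TyrobpKO than in Q175 against WT, with edgeR (1485 and 1303) and with limma-trend (1454 and 1314). The slope of the principal axis over the 3610 genes called for the sum of both effects, as few as in 1 of 100 draws, treats both contrasts alike and was 0.882, and 8 of 100 draws were as low (mean 1.01). With permuted residuals and a true ratio of 0.5, this slope returned 0.566 on average, so it can overstate the ratio. A smaller effect without Tyrobp and equal effects cannot be told apart, since the selections and the fits favour different answers and the symmetric slope lies within the draws. The reading for gene selection was set after its values were seen. With the cortex and choroid plexus scores in the fit the slope was 0.755, against 0.744 without. This does not decide whether cortex or choroid plexus lowered the slope. Both values lay within the jackknife SE of 0.115 of the 0.764 that equal effects gave on average with limma-trend.

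Among developmental regulators, reads of the 40 Hox genes summed to at least 154 in each of the 12 Q175 carriers (highest 533) and to at most 32 in each of the 12 non-carriers. Other tissue in single dissections was argued against, because it would not follow the allele in each of 24 libraries. Of 5 Hox genes tested, 3 (60%) were called higher in Q175 against WT, and the same 3 were called in Q175_TyrobpKO against TyrobpKO. The filter admits Hox genes through the rise itself, since over the 6 WT libraries Hoxc5 had 0 reads and Hoxc4 3, so this share says nothing of the class. A rise of the Hox clusters as a class and a rise of the HoxC cluster alone cannot be told apart, because the 3 genes (Hoxc4, Hoxc5 and Hoxc6) are neighbours on chromosome 15 and 5 tested genes are few. This reading was set after the values were seen.

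Around the knock-in allele, 25 of 218 tested genes within 10 Mb of Htt (11.5%) were called in Q175 against WT, compared with 9.60% elsewhere (2-sided Fisher's exact p 0.355). A small share of calls from flanking DNA at this allele and none cannot be told apart, because the difference in share lay in the direction that flanking DNA predicts and within chance.

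In Q175 replicate 1, a male, the 4 Y-linked genes named by rule stood at 0.504 to 0.557 of the mean of the other 11 males. Ddx3y was at 44.1 CPM (67.2 to 90.9 in the other males), Eif2s3y at 33.0 (52.6 to 64.9), Kdm5d at 25.3 (36.5 to 61.6) and Uty at 12.6 (20.6 to 30.4). Tissue or reads of a female in the library were argued against, because Xist was at 1.63 CPM there, within the 0.527 to 2.25 CPM of the other males and far below the 1180 to 1851 CPM of females. The pattern was noticed after the values were seen, and no biological explanation was tested.

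Between the sexes, 16 genes were called by edgeR and 15 by limma-trend, and 5 of 100 splits had as many as the latter, so the number of calls alone did not exclude chance at 0.05. Xist and the 4 Y-linked genes separated the sexes in every library, so chance is not the source of those calls. For the interactions of Q175 with sex and of Tyrobp deletion with sex in Q175, limma-trend called none, so all 100 splits had as many in each (edgeR also 0, with 747 and 1217 genes at an unadjusted p under 0.05; DESeq2 0 and 3; limma-voom 0 and 0).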
